A study of Mus musculus with 30 samples. Its data were reported in "An oral heme oxygenase inhibitor targets immunosuppressive perivascular macrophages in preclinical models of cancer" (2025).

How the data were processed

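RNA sequencing libraries were made from total RNA of mammary tumours of MMTV-PyMT mice, with a stranded library kit per the labels, giving 30 libraries in 6 groups of 5 tumours. Per the methods of the study, the authors checked read quality with FastQC, aligned with STAR, quantified transcripts with Salmon and summed them to genes with tximport. The deposited table holds expected counts (estimated reads per gene), not scaled by gene length or library size, although the methods of the study speak of TPM counts. This was settled from the values: library totals differ, 38.0% of the values are not whole numbers, and the rest are whole. The genome build and annotation release are not stated, so no coordinates are given. Gene order along chromosomes was taken from the RefSeq annotation of GRCm38.p6, used only for names and neighbours, which matched 20992 of the 21841 gene symbols. The replicate libraries were not pooled.

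Values were rounded to whole numbers. Of the 21841 genes, 3255 had no reads in any library, and 13663 were tested after the filterByExpr filter of edgeR by group (minimum count 10). The 8178 genes left out held 0.0564% of all counts. Total counts per library ran from 10067577 to 13622264. A count of 3 reads, the floor used for folds against an undetected group, corresponded to between 0.215 and 0.302 CPM (counts scaled to the effective library size). These limits cover counting error only, since sequenced copies are not independent molecules. Groups were taken from the labels. Libraries were checked for duplicates with a chi-square of their counts over 60 pairs within groups, and the lowest value per degree of freedom was 19.9, far from a repeated library. Replicate numbers were checked for pairing and did not pair samples across groups. The same number in another group gave a mean correlation of residuals of 0.00284 over 75 pairs. Mice in the labels carry a code whose number, 1 of 13, may be shared between groups, and its meaning is not stated.

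Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, quasi-likelihood fit with robust dispersion, 6 group means, all 30 libraries), with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. The common biological coefficient of variation was 0.401. The 12 contrasts were each of 5 treatments against vehicle, KCL-HO-1i averaged over its 3 backgrounds (vehicle, 5-FU and gemcitabine), each combination against the chemotherapy it contains and against KCL-HO-1i, and an interaction for each chemotherapy. The limits of the study, a logFC of 0.6 and a p-value of 0.05, were read as a log2 fold change above 0.6 and an unadjusted p under 0.05 and applied to the same fit, and the resulting lists were intersected. Overlaps were compared with 40 simulations of unchanged groups that shared the vehicle libraries. All p-values from models are two-sided.

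A set of 18 gene lists was tested with fry of limma 3.58.1 on log2 CPM (prior count 2) in 8 contrasts, 144 tests adjusted together. The lists covered cytotoxic T cells, B cells, macrophages, LYVE-1 perivascular macrophages, neutrophils, endothelium, fibroblasts and matrix, adipocytes, skeletal muscle, epidermis, milk proteins, luminal epithelium, proliferation, p53 targets, interferon-stimulated genes, interferon-gamma response with antigen presentation, oxidative and heme stress, and the chemokines the study names. The chemokine list also held the cytokines Il16 and Il34. Of the B cell list only Cd22 passed the filter. List scores, the mean log2 CPM of a list in each library, were compared between each treatment and vehicle with two-sided exact permutation tests over all 252 splits of 5 against 5, for which the smallest possible p is 0.00794. A list of brown adipocyte markers, and lists of muscle and skin markers outside the scores, were written before their tests.

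Contrasts, tests, gene lists and most alternatives were fixed before the data were examined. The named genes were Hmox1, Hmox2, Lyve1, Mrc1, Cd8a, Cd8b1, Ifng, Gzmb, Ccl21a, Cxcl12 and Cxcl14, whatever their values, and for each contrast up to 3 genes higher and 3 lower with the smallest p among those past the threshold. For a contrast of groups the libraries of these genes must not overlap, and for the KCL-HO-1i average the change must go the same way in all 3 backgrounds. Other genes named were chosen after their values were seen.

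Alternatives were RLE normalisation, DESeq2 1.42.0 with its own size factors, limma-voom with sample quality weights, no filter, a mean of at least 50 counts, the replicate number as a block, the mouse code as a covariate, only the groups compared, an adjusted p for the limits of the study, camera with a preset correlation of 0.01 or an estimated one, a prior count of 0.5, and each library left out in turn. Leaving out libraries for the list scores was added after the data were seen. Counts were also compared with those of 100 splits of the 30 libraries into 6 groups of 5, the real one included, and for DESeq2 with 24 splits. The pipeline was tested on simulated data in which 200 genes changed by 2 on the log2 scale. There edgeR recovered 84.3% of the tested changed genes for KCL-HO-1i against vehicle and 93.4% for the average, with 9 unchanged genes called in each, and made 0 calls among 13663 genes without change.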

Results

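Bulk RNA sequencing measured gene expression in mammary tumours of MMTV-PyMT mice, a transgenic strain that develops breast tumours spontaneously. The 30 libraries formed 6 groups of 5 tumours, treated with vehicle, 5-fluorouracil (5-FU), gemcitabine, KCL-HO-1i, KCL-HO-1i/5-FU or KCL-HO-1i/gemcitabine. KCL-HO-1i is an inhibitor of heme oxygenase-1, the heme-degrading enzyme encoded by Hmox1, and 5-FU and gemcitabine are cytotoxic chemotherapies. The labels gave 72 hours of treatment, with KCL-HO-1i at 25 µmol/kg daily, 5-FU at 40 mg/kg every 4 days and gemcitabine at 64 mg/kg every 7 days. The text of the study gives a shorter time and a lower gemcitabine dose. The total count per library was 12.2 M (12237933) ± 1.03 M (SD, n = 30). By group it was 12.1 ± 1.23 M in vehicle, 12.2 ± 0.653 in 5-FU, 11.7 ± 1.11 in gemcitabine, 12.5 ± 1.08 in KCL-HO-1i, 12.6 ± 0.976 in KCL-HO-1i/5-FU and 12.2 ± 1.31 in KCL-HO-1i/gemcitabine (SD, n = 5). Between 14629 and 15614 genes had at least 1 read in a library.

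The first principal component of log2 CPM held 29.2% of the variance. Of its own spread 33.5% lay between the 6 groups (permutation p = 0.062), with means of -34.3 in vehicle, -12.0 in 5-FU, -12.9 in gemcitabine, 30.1 in KCL-HO-1i, -4.67 in KCL-HO-1i/5-FU and 33.7 in KCL-HO-1i/gemcitabine (n = 5 in each). The rest lay between tumours of a group. It followed the score of the adipocyte list over the 30 libraries, with a Pearson r of 0.908 and a Spearman rho of 0.895 (permutation p = 1e-05 for each, the smallest the draws can give). Without the 2 libraries farthest from the median the Pearson r was 0.867. Of the 12 adipocyte genes 10 were among the 25 genes with the largest loadings, so the measures share genes, and groups of 5 libraries were too small for a coefficient within each. The share of counts from mitochondrial genes ran from 1.44% to 9.69%. The mouse codes were spread unevenly, and the vehicle group shared 1 code with another group.

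Each chemotherapy alone was compared with vehicle to ask how much it changed the tumours within the sampled time. For 5-FU 0 of 13663 genes passed an adjusted p under 0.05 in edgeR, and 532 had an unadjusted p under 0.05, a number reached in 72 of 100 splits of the libraries. For gemcitabine the counts were 0 and 523, the latter reached in 68 of 100. The alternative that moved the counts at the adjusted threshold most was DESeq2, with 9 genes for 5-FU and 7 for gemcitabine. At the limits of the study, 1.19% of the tested genes were higher in 5-FU and 0.71% (97 genes) in gemcitabine, and simulated groups without any change gave means of 149 and 146 genes, with at most 176 and 172. Without gemcitabine replicate 4 the gemcitabine count was 233.

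KCL-HO-1i alone and both combinations were compared with vehicle to ask whether inhibition of the enzyme rewired the tumour tissue. No gene passed the adjusted threshold in edgeR in these comparisons (0 genes each), while 1289, 2409 and 2703 genes had an unadjusted p under 0.05 for KCL-HO-1i, KCL-HO-1i/5-FU and KCL-HO-1i/gemcitabine. As many were reached in 22, 3 and 4 of 100 splits of the libraries. The smallest adjusted p-values were 0.333, 0.0829 and 0.0822. Of the genes with an unadjusted p under 0.05, 78% were higher for KCL-HO-1i, 55.5% for KCL-HO-1i/5-FU and 59.4% for KCL-HO-1i/gemcitabine. The test decided these counts, since DESeq2 called 132, 419 and 991 genes and limma-voom called 0, 169 and 1310, with 1630 genes at an unadjusted p under 0.05 for the 0 of KCL-HO-1i. In the 5-FU combination 186 genes passed in edgeR without KCL-HO-1i/5-FU replicate 4, and in the gemcitabine combination 189 without KCL-HO-1i/gemcitabine replicate 4.

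The effect of KCL-HO-1i averaged over the vehicle, 5-FU and gemcitabine backgrounds used all 30 libraries. In edgeR 8 genes passed an adjusted p under 0.05, 7 higher and 1 lower, and 3137 genes had an unadjusted p under 0.05, reached in 1 of 100 splits, the real one. Hmox1 had the smallest p, with a log2 fold change of 2.42 (SE 0.38, adjusted p = 0.0113), and 14 of 15 KCL-HO-1i libraries lay above the mean of their background. Hcls1, a signalling protein of blood cells, was higher by 1.08 (SE 0.18, adjusted p = 0.0113) and Slc40a1, the iron exporter ferroportin, by 1.5 (SE 0.26, adjusted p = 0.0149), each in 15 of 15 libraries. Gemin5 fell by 0.37 on the log2 scale (SE 0.07, adjusted p = 0.0275) and was below the mean of its background in all but 1 of the 15 libraries. The other 4 genes, chosen after their values were seen, were Slc11a1 (log2 fold change 1.69, SE 0.30), Lcp2 (0.99, SE 0.19), Lilr4b and Spic. Lilr4b and Spic rested on few reads, with 4 and 2 reads in total in the vehicle group against 85 and 44 in the KCL-HO-1i group, so no fold is given. The 8 genes were also called by DESeq2 and by limma-voom. The count of 8 was not stable. It rose to 1210 in DESeq2, rose to 1130 in edgeR without gemcitabine replicate 5, and fell to 3 without vehicle replicate 5 and to 0 with the mouse code as a covariate, where 1370 genes had an unadjusted p under 0.05. With the adipocyte score as a covariate it was 1 (Hcls1) and with the macrophage score 0, where 394 genes had an unadjusted p under 0.05. Shuffled scores gave 0 to 1317 and 0 to 591 genes, so a loss of calls is not particular to these scores.

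Hmox1 was measured at 49.4 ± 25.4 CPM in vehicle, 38.8 ± 19.3 in 5-FU and 37.3 ± 17.3 in gemcitabine (SD, n = 5). With KCL-HO-1i it was 153 ± 105 CPM alone, 356 ± 475 with 5-FU and 202 ± 126 with gemcitabine (SD, n = 5). The 5-FU combination held 1 library at 1198 CPM, replicate 3, and its mean without that library was 145 CPM. On the log2 scale the difference from the matching background was 1.5 in vehicle, 2.57 in 5-FU and 2.38 in gemcitabine. The two-sided exact permutation p-values (n = 5 in each group) were 0.0556, 0.0159 and 0.00794, and after adjustment over the 3 tests 0.0556, 0.0238 and 0.0238. A further comparison, within the 3 mouse codes that held tumours with and without KCL-HO-1i, was chosen after the values were seen. Hmox1 was higher in each tumour with KCL-HO-1i, at 225 against 12.1 CPM, 63.6 and 222 against 48.9 CPM, and 120 against 32.9 CPM. Only the second code compared a combination, KCL-HO-1i/5-FU, with its own background. The first set KCL-HO-1i replicate 4 against 5-FU replicate 4, and the third KCL-HO-1i/gemcitabine against vehicle. Both libraries of the first code stood apart from their groups in other measures. With the mouse code as a covariate the edgeR log2 fold change of the average was 2.27 (SE 0.84, unadjusted p = 0.0164, adjusted p = 0.454), against a range of adjusted p from 2.99e-08 to 0.0345 over the 33 alternatives without a covariate for the mouse code or a tissue score. Gemin5 moved to -0.05 with that covariate (SE 0.15). Chemotherapy alone did not raise Hmox1, with log2 fold changes of -0.35 for 5-FU (SE 0.63) and -0.41 for gemcitabine (SE 0.63).

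**Figure D1:**
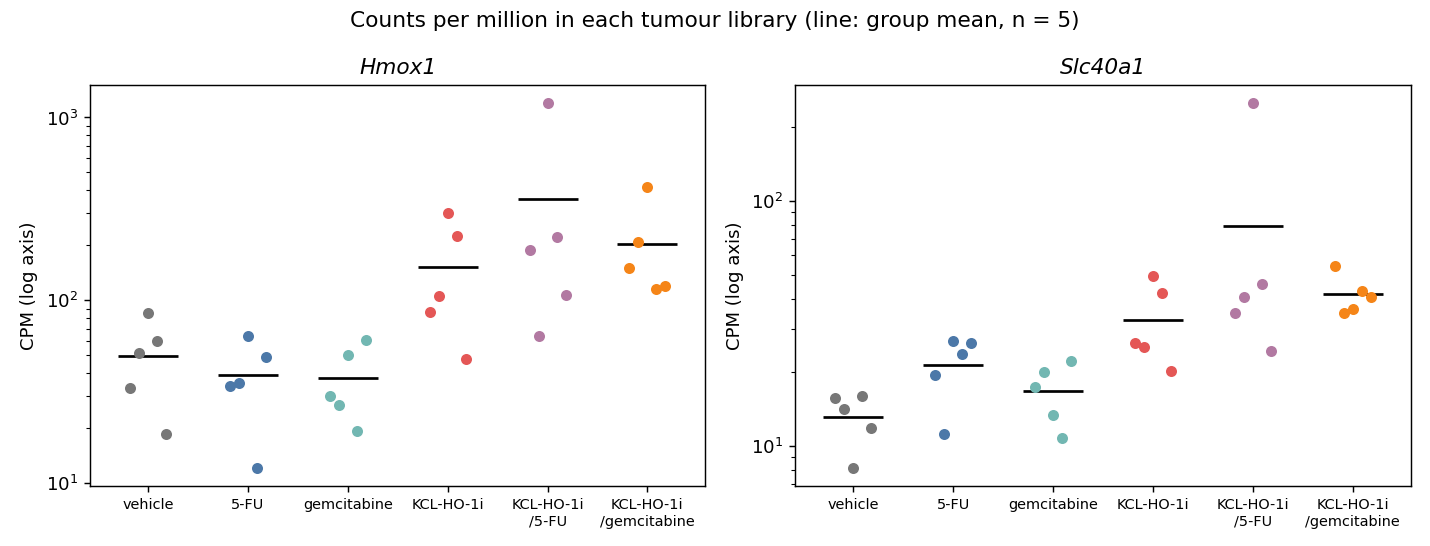
CPM of Hmox1 and Slc40a1 on a log axis in each of the 30 tumour libraries, with 5 points per group and a line at the group mean. Hmox1 had a mean of 49.4 CPM in vehicle and 153, 356 and 202 CPM in the 3 groups with KCL-HO-1i, and replicate 3 of KCL-HO-1i/5-FU stood highest for both genes.

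Of the other genes fixed in advance, none passed the adjusted threshold over all genes in the KCL-HO-1i average. Hmox2, the constitutive isoform, did not change (log2 fold change 0.00, SE 0.06). Cxcl14 was higher by 1.16 (SE 0.33, edgeR adjusted p = 0.0582), Mrc1 by 1.52 (SE 0.50, adjusted p = 0.0818), Cxcl12 by 0.90 (SE 0.39, adjusted p = 0.160) and Lyve1 by 0.70 (SE 0.70, adjusted p = 0.591). Cxcl14 passed in 6 of its 33 alternatives and Mrc1 in 2. Lyve1 went both ways between backgrounds. Its mean was 12.7 CPM in KCL-HO-1i against 1.45 in vehicle, and 5.82 in KCL-HO-1i/gemcitabine against 3.985 in gemcitabine. Lyve1 was lower in KCL-HO-1i/5-FU, at 0.877 CPM against 2.64 in 5-FU. Cd8a changed by -0.49 (SE 0.37) and Gzmb by -0.09 (SE 0.31). Ifng had at most 2 reads in any library and Cd8b1 did not pass the expression filter, so changes in either were not detectable at this depth. Ccl21a had 0 reads in the vehicle group. Against the floor of 3 reads its mean was at least 15.1-fold higher in 5-FU, at least 11.4-fold in gemcitabine, at least 2.07-fold in KCL-HO-1i, at least 4.69-fold in KCL-HO-1i/5-FU and at least 13.1-fold in KCL-HO-1i/gemcitabine. Without the highest library of each group these were 8.56, 6.79, 1.26, 1.69 and 3.44, so single libraries set much of them. In the last group the median library had 0 CPM of Ccl21a and the highest 12.8. Adjusted over the list alone, 3 of the 9 tested fixed genes passed in the average (Hmox1, Cxcl14 and Mrc1), against 1 over all genes tested.

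The study selected genes by a fold change and a p-value, taken here as unadjusted, and intersected the lists of the treatments. At those limits 901 genes were higher in KCL-HO-1i than in vehicle, 1023 in KCL-HO-1i/5-FU and 1392 in KCL-HO-1i/gemcitabine, where simulated groups without change gave at most 179, 175 and 170 genes. These counts were 387 without KCL-HO-1i replicate 4, 413 without KCL-HO-1i/5-FU replicate 3 and 672 without KCL-HO-1i/gemcitabine replicate 2. The 3 lists shared 277 genes. Unchanged groups that shared the vehicle libraries gave a mean overlap of 18.2 and at most 28, while random splits of the libraries reached up to 327. Of the 277 genes, 134 were also in the overlaps of DESeq2 (415 genes) and limma-voom (223 genes). A further 333 genes were higher in both combinations and not in KCL-HO-1i, against at most 32 in the simulations and 225 in random splits. With the macrophage score as a covariate 22 of the 333 were still higher in both. Being past the limits in a combination and not in KCL-HO-1i does not show a difference between them, and the direct comparisons are given next. All 4 groups with chemotherapy shared 16 genes, and the simulations gave a mean of 10.4 and at most 17. The alternative that moved the overlaps most was an adjusted p in place of the unadjusted one, under which each overlap was 0. Without KCL-HO-1i/5-FU replicate 3 the overlap of 277 was 107 and that of 333 was 95. Without vehicle replicate 4 the overlap of 16 was 30, and it was 5 without gemcitabine replicate 5.

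**Figure D2:**
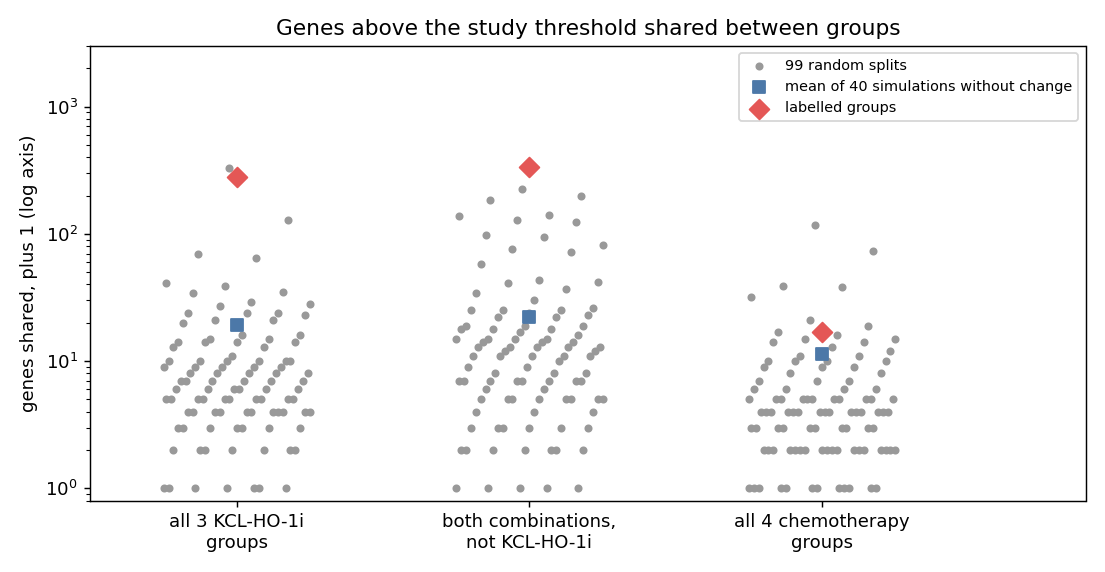
Number of genes past the limits of the study that groups shared, plus 1, on a log axis, for the labelled groups (diamonds), 99 random splits of the libraries (dots) and the mean of 40 simulations without change (squares). The labelled overlaps were 277, 333 and 16 genes.

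Whether a combination differed from its parts was tested directly. KCL-HO-1i/5-FU against 5-FU gave 0 genes past the adjusted threshold in edgeR and 1564 at an unadjusted p under 0.05, and KCL-HO-1i/gemcitabine against gemcitabine 0 and 1838. Against KCL-HO-1i, the 5-FU combination gave 0 and 2308 genes and the gemcitabine combination 0 and 364. The interactions, which ask whether the effect of KCL-HO-1i changes when chemotherapy is given, gave 0 and 1166 genes for 5-FU and 0 and 183 for gemcitabine. Of 100 splits of the libraries, 15, 4, 2 and 84 gave as many genes at an unadjusted p under 0.05 in the 4 comparisons, and 23 and 99 in the interactions. Leaving out 1 library gave 15 genes for KCL-HO-1i/5-FU against KCL-HO-1i (without KCL-HO-1i/5-FU replicate 2) and 2 genes for KCL-HO-1i/5-FU against 5-FU (without KCL-HO-1i/5-FU replicate 4). DESeq2 called 52, 48, 422 and 0 genes in the 4 comparisons, with 492 at an unadjusted p under 0.05 for the 0, and 41 and 2 genes for the interactions.

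The genes that separated KCL-HO-1i/5-FU from KCL-HO-1i were placed unevenly along the genome. Of 116 genes with an unadjusted p under 0.001, 32 lay on chromosome 11 (27.6%, against 8.45% of the tested genes with a place), 30 of them higher in the combination and 27 in the last 3 blocks of the chromosome. Blocks were 80 neighbouring expressed genes, and the last of the 10 on this chromosome had 133. In that last block the median log2 deviation from the other tumours was 0.97 in KCL-HO-1i/5-FU replicate 5, 0.73 in gemcitabine replicate 4, 0.59 in KCL-HO-1i/5-FU replicate 4 and 0.43 in vehicle replicate 4. In block 8 it was 0.84 in KCL-HO-1i/5-FU replicate 1. With genes in shuffled order no block of any library went above 0.33.

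**Figure D3:**
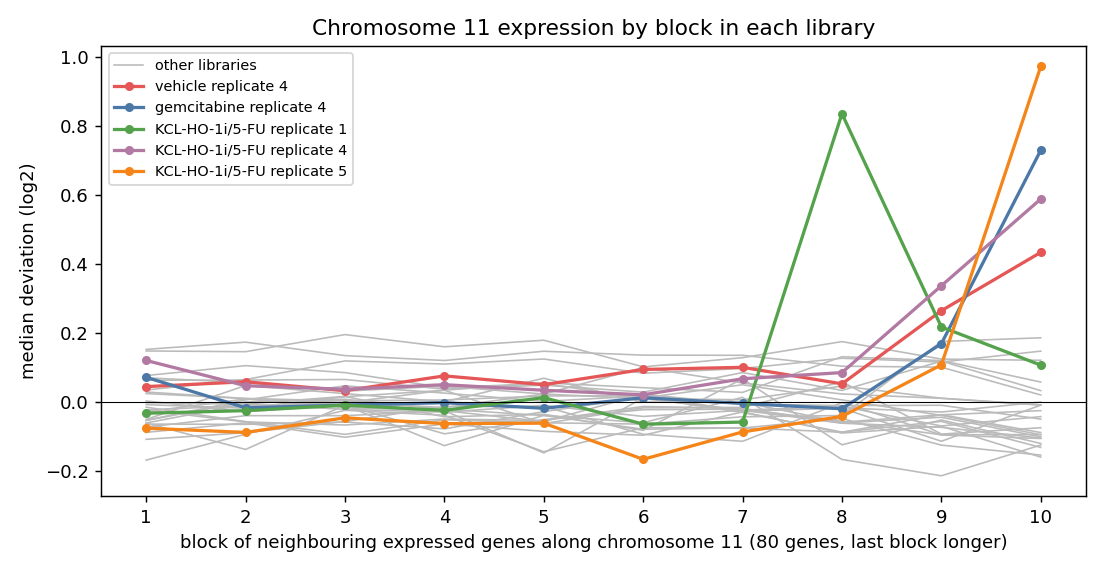
Median log2 deviation of each of the 10 blocks of neighbouring expressed genes on chromosome 11 in each of the 30 libraries, with 5 libraries coloured and the others in grey. Block 10 was raised in 4 libraries of 3 groups, up to 0.97, and block 8 in KCL-HO-1i/5-FU replicate 1.

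Gene lists were tested to ask which cell types and responses moved together. Of 144 tests 1 passed an adjusted p under 0.05 in fry, and 31 had an unadjusted p under 0.05. Without gemcitabine replicate 5, 6 tests passed. Oxidative and heme stress genes were higher in the KCL-HO-1i average by a mean log2 of 0.67 (adjusted p = 0.00762). Adjusted over the list alone, 9 of its 12 genes passed in this contrast in edgeR, against 2 over all genes tested. Hmox1 is in this list and in the perivascular macrophage list. The macrophage list was higher by 0.80 and the LYVE-1 perivascular macrophage list by 1.16 in the average (fry adjusted p = 0.0691 for each). Adipocyte and skeletal muscle genes were higher by 2.14 each (adjusted p = 0.184 for each), fibroblast and matrix genes by 1.09 (adjusted p = 0.137) and Cd22 of the B cell list by 1.27 (adjusted p = 0.128). The muscle score was higher in KCL-HO-1i than in vehicle (4.11 against -1.19) and in KCL-HO-1i/gemcitabine than in gemcitabine (3.15 against 0.36). It was lower in KCL-HO-1i/5-FU than in 5-FU (-0.70 against 0.97). The remaining lists did not pass either, with mean log2 changes of -0.06 for cytotoxic T cells, 0.55 for neutrophils, 0.48 for endothelium, -0.16 for epidermis, 0.35 for milk proteins, -0.13 for luminal epithelium, -0.42 for proliferation, 0.02 for p53 targets, -0.30 for interferon-stimulated genes and 0.18 for the interferon-gamma response. Camera with a preset correlation passed 67 tests, of which the heme stress list in the average is the 1 call that holds under fry, and 0 held under an estimated correlation.

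The list of chemokines taken from the study held Ccl21a, Ccl3, Cxcl12, Cxcl14 and Cxcl5, and also the cytokines Il16 and Il34. These genes were higher by 0.61 in the KCL-HO-1i average (fry adjusted p = 0.124). Adjusted over the list alone, 5 of the 7 passed in edgeR (Cxcl14, Cxcl5, Il16, Il34 and Cxcl12), against 0 over all genes tested. The study chose these genes on the same samples, so this is not independent evidence. Their list score was higher than in vehicle in every treatment, by 1.22 in 5-FU, 1.19 in gemcitabine, 1.09 in KCL-HO-1i, 1.57 in KCL-HO-1i/5-FU and 1.60 in KCL-HO-1i/gemcitabine. The exact permutation p was 0.0159 for 5-FU and 0.00794 for the others, with adjusted values of 0.130 and 0.0893 (n = 5 in each group). Against the chemotherapy alone, none of the 7 genes passed adjusted over the list alone in either combination.

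Over all list scores, 0 of the 90 exact permutation tests passed an adjusted p under 0.05. The smallest adjusted value, 0.0893, came from tests at the smallest possible p of 0.00794. A few tests at that limit cannot pass an adjustment over 90, so the count of 0 decides little. Of the 90 tests, 22 had an unadjusted p under 0.05. That number was 13 without vehicle replicate 3 and likewise without vehicle replicate 5. The heme stress score was higher than in vehicle by 0.48 in KCL-HO-1i, 0.82 in KCL-HO-1i/5-FU and 0.77 in KCL-HO-1i/gemcitabine (exact p = 0.00794 for each, n = 5), and differed by 0.01 in 5-FU and 0.06 in gemcitabine. The exact p cannot go lower, and KCL-HO-1i alone was weaker in fry, with unadjusted p-values of 0.0559, 0.00367 and 0.00432 in that order. Adjusted over the list alone, 0, 8 and 6 of its 12 genes passed in edgeR. The cytotoxic T cell score was higher by 1.05 in 5-FU (exact p = 0.0397, n = 5). It was higher by 0.36 in gemcitabine, 0.12 in KCL-HO-1i, 0.45 in KCL-HO-1i/5-FU and 0.66 in KCL-HO-1i/gemcitabine. The exact p-values of these were 0.397, 0.802, 0.302 and 0.111. The skeletal muscle score was higher by 5.30 in KCL-HO-1i and by 4.34 in KCL-HO-1i/gemcitabine (exact p = 0.0159 and 0.0238, n = 5), and the adipocyte score by 3.73 and 3.32 (exact p = 0.0476 and 0.0952). In KCL-HO-1i/5-FU the same differences were 0.49 and 0.67 (exact p = 0.476 and 0.579). The proliferation score of KCL-HO-1i/5-FU was lower by a log2 difference of -1.05 (exact p = 0.0238, n = 5).

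**Figure D4:**
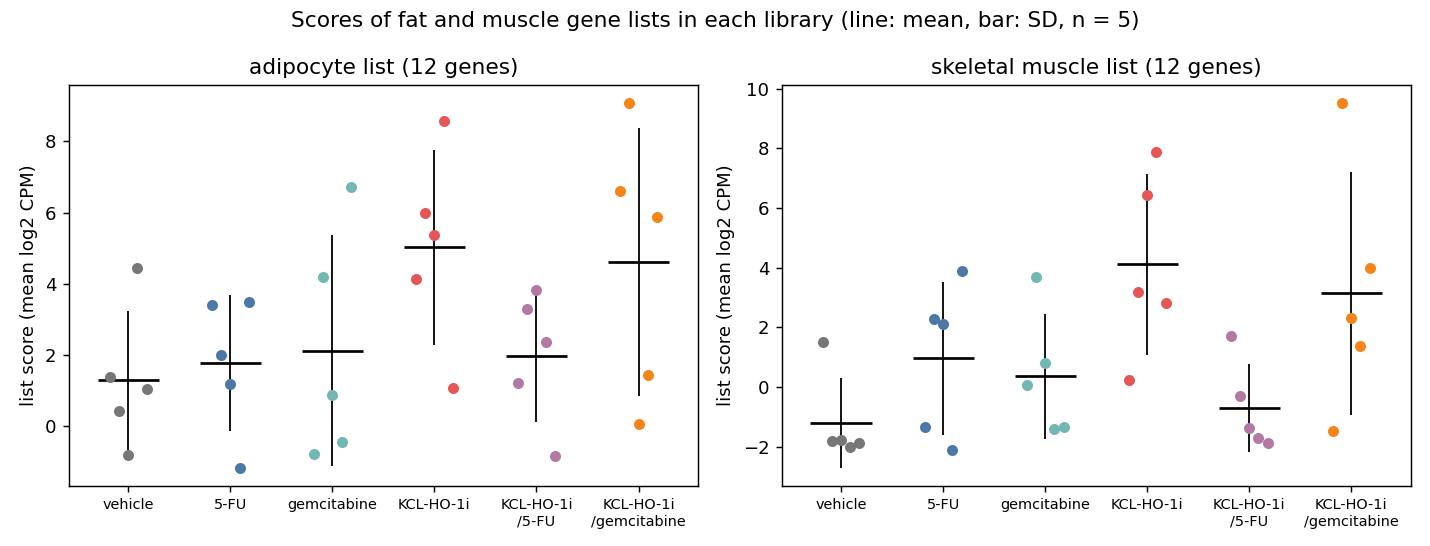
Scores (mean log2 CPM) of the adipocyte list and the skeletal muscle list in each library, with 5 points per group, a line at the mean and a bar of 1 SD. The mean was higher than in vehicle by 3.73 (adipocyte) and 5.30 (muscle) in KCL-HO-1i, and the tumours within a group spread over several log2 units.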

Values the study reported

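The study counted 419 genes with higher expression shared by the groups that received KCL-HO-1i, 384 specific to the combinations of KCL-HO-1i with either chemotherapy, and 30 common to the chemotherapy groups. Genes were called there at a log fold change of 0.6 and a p-value of 0.05, with DESeq2. Its text places the tumours at 36 h after the start of treatment.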

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

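The tests of few reads, library size and macrophage content in this part were chosen after the values were seen, while those of brown fat, of muscle and skin, of the share of tumour cells and of a single library behind the p53 result were written before their results were known. In 222 sets of 5 libraries (list scores, the mitochondrial share, library measures and named genes by group), Dixon's ratio of the gap to the range was above its critical value of 0.71 in 20, where chance gives about 11.1.

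KCL-HO-1i/5-FU replicate 3 stood apart from the other 4 libraries of its group in 5 measures. Its luminal epithelial score was 7.21 against 8.02 to 8.28, its oxidative and heme stress score 7.88 against 6.31 to 6.59, and its chemokine score 3.92 against 0.98 to 1.78. Slc40a1 was at 7.97 log2 CPM against 4.62 to 5.53, and Slc11a1 at 5.30 against 2.96 to 3.51. A lower share of tumour cells may account for part of this, since 6 of the lists of 7 other cell types were above all 4 other libraries, with skeletal muscle the exception at -1.36. A larger rise in stress genes within the cells of this tumour was not tested and stays open. The library matters for the group, as the mean of Hmox1 is 145 CPM without it and 356 with it.

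In KCL-HO-1i replicate 4 mitochondrial genes took 9.69% of the counts, against at most 3.51% in its group and 4.54% in the other 29 libraries. Ucp1 was at 1681 CPM (next highest 53.2) and Cidea at 744 CPM (next highest 36.6). Brown fat in the sampled tissue is a candidate explanation. Of the 10 genes of a brown adipocyte list that had not been looked at before, 8 were higher in this library than in all other 29, and Otop1 and Zic1 had 0 reads. Of the 8, 5 are also muscle genes, and this library had the second highest muscle score, so the 3 that are not (Elovl3, Dio2 and Kcnk3, of 5 such genes) weigh more. Nuclear genes of oxidative phosphorylation were higher by a median log2 of 0.85 (next highest 0.58 in other libraries), which would not follow if only mitochondrial transcripts had been captured more. Whether KCL-HO-1i has any part in it was not tested, since 1 of its 5 tumours shows the pattern. The study threshold count for KCL-HO-1i was 387 without this library and 901 with it.

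Other tissue in single samples is also a candidate explanation for 3 further scores. The skeletal muscle score of vehicle replicate 1 was 1.5 against -2.02 to -1.76 in its group, and of 12 muscle genes outside the score 9 were above the other 4 libraries, 2 of them with 1 read. The epidermis score was 5.21 in vehicle replicate 3 (others 1.97 to 2.88) and 5.02 in KCL-HO-1i replicate 4 (others 2.40 to 3.03), and of 10 skin genes outside the score 9 were above the other 4 libraries in the first and 10 in the second. Muscle and skin lie beside the mammary gland. Expression of such genes by the tumour cells was not tested and stays open.

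Some values rested on few reads. Lilr4b stood apart at -1.14 log2 CPM in vehicle replicate 2 (4 reads, others 0), Spic at -1.59 in vehicle replicate 4 (2 reads, others 0) and Spic at -0.40 in gemcitabine replicate 5 (6 reads, others at most 1). With at most 6 reads these may be counting noise. The reverse case was a library with 0 reads where the others had at least 6. The B cell score, which is Cd22 alone, was -2.61 in 5-FU replicate 5 (others 16 to 30 reads). Spic was -2.61 in KCL-HO-1i replicate 1 (others 6 to 15 reads). Counting error alone would hardly give these, but the spread between tumours was not modelled for them. The Cd22 score was also as low as -2.61 in vehicle and gemcitabine libraries, beside values up to 1.08 and 1.12. Such a value was therefore not particular to 5-FU replicate 5.

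In 5-FU replicate 4 the LYVE-1 perivascular macrophage score was 1.40 (others 3.27 to 3.97) and Hcls1 3.00 (others 4.23 to 4.52). Fewer macrophages in this sample may account for both, since 11 of the 12 genes of the other macrophage list, which shares no gene with the first, were below the other 4 libraries. The fibroblast and matrix score was also lowest there, at 4.53 against 5.11 or more, and so was the luminal score, at 7.45 against at least 7.995. The proliferation score of 5-FU replicate 5 was 4.28 (others 5.98 to 6.18). In that library Cdkn1a was at 343 CPM (others 48.1 to 126) and the p53 target score was 6.02 (others 5.07 to 5.67), and whether these belong together was not tested.

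The other values that stood apart were the heme stress score of vehicle replicate 5 (5.70, others 5.91 to 5.98), the chemokine score of KCL-HO-1i/gemcitabine replicate 4 (0.83, others 2.05 to 2.50) and Hmox2 in KCL-HO-1i/5-FU replicate 4 (5.85, others 6.18 to 6.31). Library size was weighed for the 14 scores and genes that stood apart and did not rest on few reads. The largest library exceeded the smallest by 0.44 on the log2 scale, and 12 of the 14 distances were larger, at 0.81 or more, so library size could not produce them. The other 2, the heme stress score of vehicle replicate 5 and Hmox2, were at most 0.33 from the others. Library size is argued against there by the library of the same group nearest in size. Vehicle replicate 2 (13.48 M against 13.43 M) had a heme stress score higher by 0.24, and replicate 3 of KCL-HO-1i/5-FU (11.6 M against 11.55 M) had Hmox2 higher by 0.46 on the log2 scale, while the other libraries spanned 0.07 and 0.13. No biological explanation was tested for these single libraries.

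The p53 target score moved in opposite directions with KCL-HO-1i, by 0.43 in the 5-FU background and by -0.34 in the vehicle background. The interaction was 0.77 in mean log2 fold change, with a fry p of 0.00860 and an adjusted p of 0.104, so the difference does not pass the correction. The score was listed because all 5 KCL-HO-1i libraries lay on 1 side of the background mean in each case. The skeletal muscle list, where this did not hold, had a larger interaction of -6.98 over the 30 libraries, with a fry p of 0.00702 and an adjusted p of 0.101. With each library left out in turn the p53 interaction ran from 0.69 to 0.91. The score was chosen with all 5 libraries on 1 side, so this test was unlikely to fail and says little about single libraries. The score of KCL-HO-1i/5-FU was above vehicle by 0.40 (exact p = 0.0159, n = 5) and that of 5-FU alone differed by -0.02. A stronger p53 response to 5-FU in the presence of KCL-HO-1i would give such an interaction, and remains a hypothesis found and tested on the same tumours.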

How the results depend on the processing

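All alternatives in this part were fixed before their results were known, apart from leaving out libraries for the list scores, which was chosen after seeing the data. Where a value changed, the cause was not tested unless it is stated.

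RLE normalisation left all 20 counts and all 27 other values it was applied to on the same side of their thresholds. Hmox1, Hcls1 and Slc40a1 in the KCL-HO-1i average passed in the 33 alternatives run for single genes without a covariate for the mouse code or a tissue score, with log2 fold changes from 1.99 to 2.51, 1.00 to 1.18 and 1.13 to 1.58. Slc11a1 passed in 30 of them, Lilr4b in 25, Gemin5 in 21, Spic in 18 and Lcp2 in 14. With the mouse code no gene passed. With the adipocyte score as a covariate, a test of the part on explanations, Hcls1 passed (adjusted p = 0.0345) and Hmox1 (0.0579) and Slc40a1 (0.137) did not, and with the macrophage score none of the 3 passed.

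DESeq2 gave more genes past the adjusted threshold in all contrasts but KCL-HO-1i/gemcitabine against KCL-HO-1i, where both tests gave 0 (492 with an unadjusted p under 0.05 in DESeq2). Against vehicle it called 9 genes for 5-FU, 7 for gemcitabine, 132 for KCL-HO-1i, 419 for KCL-HO-1i/5-FU and 991 for KCL-HO-1i/gemcitabine. It called 1210 for the KCL-HO-1i average, 75.95% of them higher against 87.5% of the 8 in edgeR. It called 52 for KCL-HO-1i/5-FU against 5-FU, 48 for KCL-HO-1i/gemcitabine against gemcitabine, 422 for KCL-HO-1i/5-FU against KCL-HO-1i, and 41 and 2 for the interactions with 5-FU and gemcitabine. At the limits of the study it gave 283 genes for 5-FU, 196 for gemcitabine and 28 shared by all 4 chemotherapy groups, while the other 2 overlaps were 415 and 376. All 277 genes shared by the KCL-HO-1i groups in edgeR were among the 415. On simulated data DESeq2 also made more false calls than edgeR, 34 against 9 for KCL-HO-1i against vehicle, and 7 against 0 for a contrast without change. In 72.7% of its 132 genes for KCL-HO-1i a single library held more of the counts than the other 9 of the 10 compared together. The same held for 25.3% of its 419 genes for KCL-HO-1i/5-FU and 33.7% of its 991 for KCL-HO-1i/gemcitabine. A further 7 values of single genes became past the threshold in DESeq2.

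Limma-voom with sample quality weights called 169 genes for KCL-HO-1i/5-FU and 1310 for KCL-HO-1i/gemcitabine against vehicle, 263 for the average and 20 for KCL-HO-1i/5-FU against KCL-HO-1i. Of these 34.3%, 50.6%, 52.9% and 75% were higher, against 68.97%, 75.8%, 75.95% and 38.4% in DESeq2, so the balance of directions also depended on the test. It gave 359 genes for 5-FU at the limits of the study and 141 for the overlap of both combinations without KCL-HO-1i. Without a filter 345 genes for 5-FU and 291 for gemcitabine were past the limits of the study. With a mean of at least 50 counts, which leaves 11464 genes to test, these were 89 and 38, the gemcitabine combination had 821 and KCL-HO-1i alone 578, and all 4 chemotherapy groups shared 3.

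With the replicate number as a block, which the correlations do not warrant, 3 genes passed for KCL-HO-1i/5-FU against vehicle, 108 were past the limits of the study for 5-FU, 171 were shared by the 3 KCL-HO-1i groups, 3 list tests passed, and Gzmb in the average turned to 0.0031. With the mouse code as a covariate 1 gene passed for gemcitabine against vehicle and 0 for the average, where 1370 had an unadjusted p under 0.05. The code removes many degrees of freedom, since 6 of the 13 codes occur in 1 group only. With an adjusted p under 0.05 in place of the unadjusted one, all 5 counts and all 3 overlaps at the limits of the study were 0. With only the 2 groups compared in the fit, 1 gene passed for KCL-HO-1i/5-FU against KCL-HO-1i and the other 13 results kept their side. Camera with a preset correlation passed 67 list tests and camera with an estimated correlation 0 (31 had an unadjusted p under 0.05 in fry). A prior count of 0.5 and the filter on list genes changed no call.

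Leaving out each of the 30 libraries in turn moved 58 counts of the report by more than 1.5 times and left 602 within it. The range for the KCL-HO-1i average was 3 to 1130 genes (without vehicle replicate 5 and without gemcitabine replicate 5), and 21 of the 30 fits differed by over 1.5 times. Against vehicle the ranges were 0 to 3 for gemcitabine (highest without gemcitabine replicate 5), 0 to 186 for KCL-HO-1i/5-FU (without its replicate 4) and 0 to 189 for KCL-HO-1i/gemcitabine (without its replicate 4). They were 0 to 2 for KCL-HO-1i/5-FU against 5-FU and 0 to 15 for KCL-HO-1i/5-FU against KCL-HO-1i. At the limits of the study the counts ran from 72 to 233 for gemcitabine, 387 to 1103 for KCL-HO-1i, 413 to 1171 for KCL-HO-1i/5-FU and 672 to 1560 for KCL-HO-1i/gemcitabine. The overlaps ran from 107 to 344, from 95 to 437 and from 5 to 30. From 1 to 6 list tests passed (highest without gemcitabine replicate 5), and 13 to 25 list scores had an unadjusted p under 0.05. The heme stress list passed in all 30 fits, with 0.57 to 0.70 and adjusted p-values from 0.000124 to 0.0232. Hmox2 in the average changed sign in 23 fits, from -0.039 to 0.035, and Gzmb in 2, from -0.25 to 0.038, both near 0. Other single values changed as 57 weaker and 7 stronger. For Hmox1 in KCL-HO-1i/5-FU against vehicle the lowest value, 1.56, came without replicate 3 of that group.

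Depth limits what can be said of rare transcripts. In libraries of 10067577 to 13622264 counts Ifng had at most 2 reads and Cd8b1 at most 16, so the cytotoxic T cell score rests on the other genes of its list, of which Gzmb had up to 167 reads. Lilr4b and Spic had at most 64 and 63 reads. Changes of 2 on the log2 scale were recovered in 84% of simulated genes with the same groups. The simulated genes varied independently of each other, and smaller changes were not simulated. In the tumours Hmox1 was higher by 2.85 in KCL-HO-1i/5-FU than in vehicle and did not pass (edgeR adjusted p = 0.114). Sample number is therefore not excluded as a cause of the low counts in edgeR.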

Other observations

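The tests of Hmox1 against macrophage content and fat tissue, of the overlap of 277 genes against macrophage content and of that of 333 against both, of the placement on chromosome 11 and of the gain of a chromosome segment were chosen after the results were seen, and the others in this part before.

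The overlap of the 3 KCL-HO-1i groups here was 277 genes. That is lower than the value quoted from the study above. The overlap of all 4 chemotherapy groups here was 16 genes. That is lower than the value quoted from the study above. With DESeq2, the tool the study used, the overlaps at its limits were 415 genes for the 3 KCL-HO-1i groups, 376 for both combinations without KCL-HO-1i and 28 for all 4 chemotherapy groups. Each of these lies slightly below the value quoted.

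Other splits of the 30 libraries into 6 groups of 5 show how often a count as large arises in groups drawn without regard to treatment. The drawn groups mix treated and untreated tumours, so an effect of treatment can also raise their counts. For the KCL-HO-1i average, 4 of the 100 splits gave at least 8 genes past the adjusted threshold, and the highest of them gave 275. For the 11 contrasts with 0 genes, 100 of the 100 splits gave as many, which says nothing about them. At the limits of the study, 48 of the 100 splits gave as many genes as 5-FU against vehicle and 68 of the 100 as many as gemcitabine, against 4 of the 100 for KCL-HO-1i, 2 of the 100 for KCL-HO-1i/5-FU and 2 of the 100 for KCL-HO-1i/gemcitabine. The overlap of 277 genes was reached in 2 of the 100 splits, that of 333 in 1 of the 100, the real one, and that of 16 in 9 of the 100. At an unadjusted p under 0.05, as many genes came up in 72 of the 100 splits for 5-FU against vehicle, 68 for gemcitabine, 22 for KCL-HO-1i, 3 for KCL-HO-1i/5-FU, 4 for KCL-HO-1i/gemcitabine, 23 for the interaction with 5-FU and 1, the real one, for the KCL-HO-1i average. A count of list tests as large came up in 3 of the 100 splits. For DESeq2, 8 of the 24 splits gave as many genes for 5-FU against vehicle, 10 of the 24 for gemcitabine, 4 of the 24 for KCL-HO-1i, 2 of the 24 for KCL-HO-1i/5-FU, 1 of the 24 for KCL-HO-1i/gemcitabine and 1 of the 24 for the KCL-HO-1i average. Random splits reached up to 777 DESeq2 genes for KCL-HO-1i, so the 132 seen there are within the range of groups drawn without regard to treatment.

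The vehicle libraries enter every list, which alone makes lists overlap. Unchanged groups simulated against shared vehicle libraries shared at most 28 genes where 277 were seen and at most 32 where 333 were seen. Random splits of the real libraries, which share a vehicle group in the same way, reached 327 and 225 genes. The simulations may therefore understate the range without a treatment, although the drawn groups also hold treated tumours, and cannot exclude shared libraries as a cause. Overlaps as large were rare among the splits, at 2 and 1 of the 100 with the real one included. For all 4 chemotherapy groups the simulated groups shared up to 17 genes, so the 16 seen may come from the shared libraries alone.

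Fat tissue in the samples may account for much of the overlap of 277 genes. With the adipocyte score as a covariate the overlap was 31, below the 75 to 400 of 20 shuffled covariates, and KCL-HO-1i against vehicle gave 94 genes at the limits of the study in place of 901. KCL-HO-1i/5-FU, in which the adipocyte score differed little from vehicle, had 1023 genes with and without the covariate. Macrophage content may likewise account for much of it. With the macrophage score as a covariate the overlap was 9, below the 59 to 441 of shuffled covariates. The fall cannot be assigned to macrophages alone. The fibroblast and matrix score, not tried as a covariate, was also higher than in vehicle. Its differences were 1.8 in KCL-HO-1i, 1.4 in KCL-HO-1i/5-FU and 2.0 in KCL-HO-1i/gemcitabine (exact p = 0.0397, 0.151 and 0.0556). By flow cytometry the study reports that the cells of such tumours were much alike after treatment. Of the 333 genes, 22 were still higher in both combinations with the macrophage score (shuffled 61 to 253), so macrophage content is also a candidate explanation there. With the adipocyte score 172 of them were (shuffled 183 to 309), below the shuffled range though more than 50% of the genes stayed, so a part of fat in this overlap stays open. Formed anew, this overlap held 319 genes with the adipocyte score (shuffled 252 to 420) and 42 with the macrophage score (shuffled 89 to 375). A covariate that follows a treatment also removes effects of that treatment, and whether the fat came with the sampling or with the drug cannot be decided from these libraries.

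Hmox1 was higher with KCL-HO-1i, and several explanations were weighed. A criterion written in advance, that Hmox1 stay past the adjusted threshold with a covariate, was not met. With the macrophage score the log2 fold change was 1.8 (SE 0.46, edgeR adjusted p = 0.998) and with the adipocyte score 2.23 (SE 0.40, adjusted p = 0.0579), against 2.42 without a covariate. The estimates stayed more than 3 standard errors above 0, and further tests were then chosen. Hmox1 less the macrophage score was still higher by 1.35 with labels permuted within backgrounds (permutation p = 0.00097), which argues against macrophage content as the whole cause, although a larger share of the macrophages that express Hmox1 stays open. Fat tissue is argued against by the 5-FU background, where Hmox1 rose by 2.57 (exact p = 0.0159, n = 5) and the adipocyte score by 0.19 (exact p = 0.849, n = 5). With the mouse code as a covariate the value was 2.27 (SE 0.84), more than 2 standard errors above 0, though its adjusted p was 0.454. The study also sequenced sorted LYVE-1 macrophages and reports higher Hmox1 expression in them with KCL-HO-1i, without a change in their abundance. That bears on the share of such macrophages, which these libraries cannot decide. In its reporter mice without tumours, KCL-HO-1i did not significantly raise expression of the enzyme in the tissues examined. Induction of Hmox1 by inhibition of its enzyme remains a hypothesis for these libraries.

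The other 5 genes that rose in the KCL-HO-1i average apart from Hmox1 and Slc40a1, Hcls1, Lcp2, Lilr4b, Slc11a1 and Spic, are expressed in leukocytes. More macrophages in the samples may account for part of their rise. The median log2 fold change fell from 1.69 to 0.80 with the macrophage score as a covariate, below the 1.28 to 1.99 of shuffled covariates. A part remained, with Hcls1 still higher by 0.58 (SE 0.11), Slc11a1 by 0.80 (SE 0.16) and Lcp2 by 0.47 (SE 0.16). Lilr4b and Spic, which rest on few reads, also stayed higher. None of them passed the adjusted threshold with this covariate, so a rise beyond macrophage content stays open.

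Neighbouring genes on distal chromosome 11 were higher together in 5 tumours, 3 of them in KCL-HO-1i/5-FU. The limit of 0.35, the block size and the chromosome were chosen after the data were seen. GC content is argued against, since GC-matched genes of other chromosomes had medians from -0.025 to 0.029 in these tumours, and gene length likewise, with -0.049 to 0.0057. Chance placement is argued against by random gene sets, which held at most 19.8% on chromosome 11 where 27.6% was seen. Gain of a chromosome segment in single tumours is a candidate explanation. In blocks chosen on every other gene, at least 75.8% of the held-out genes lay above their median in each of these libraries. Raised blocks were also seen on chromosome 7 in gemcitabine replicate 3 (7 of 9 blocks, up to 0.60) and on chromosome 5 in 5-FU replicate 2 (0.58), and a lowered block on chromosome 6 in gemcitabine replicate 3 (-0.36). DNA was not analysed here. Since vehicle replicate 4 and gemcitabine replicate 4 also showed the raised block, the treatment is not needed for it, and genes of these blocks that separate KCL-HO-1i/5-FU from KCL-HO-1i may reflect which tumours fell in that group.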
